# Cholesterol Homeostasis Modulates Platinum Sensitivity in Human Ovarian Cancer

**DOI:** 10.3390/cells9040828

**Published:** 2020-03-30

**Authors:** Daniela Criscuolo, Rosario Avolio, Giovanni Calice, Chiara Laezza, Simona Paladino, Giovanna Navarra, Francesca Maddalena, Fabiana Crispo, Cristina Pagano, Maurizio Bifulco, Matteo Landriscina, Danilo Swann Matassa, Franca Esposito

**Keywords:** ovarian cancer, TRAP1, cholesterol homeostasis, platinum resistance

## Abstract

Despite initial chemotherapy response, ovarian cancer is the deadliest gynecologic cancer, due to frequent relapse and onset of drug resistance. To date, there is no affordable diagnostic/prognostic biomarker for early detection of the disease. However, it has been recently shown that high grade serous ovarian cancers show peculiar oxidative metabolism, which is in turn responsible for inflammatory response and drug resistance. The molecular chaperone TRAP1 plays pivotal roles in such metabolic adaptations, due to the involvement in the regulation of mitochondrial respiration. Here, we show that platinum-resistant ovarian cancer cells also show reduced cholesterol biosynthesis, and mostly rely on the uptake of exogenous cholesterol for their needs. Expression of FDPS and OSC, enzymes involved in cholesterol synthesis, are decreased both in drug-resistant cells and upon TRAP1 silencing, whereas the expression of LDL receptor, the main mediator of extracellular cholesterol uptake, is increased. Strikingly, treatment with statins to inhibit cholesterol synthesis reduces cisplatin-induced apoptosis, whereas silencing of LIPG, an enzyme involved in lipid metabolism, or withdrawal of lipids from the culture medium, increases sensitivity to the drug. These results suggest caveats for the use of statins in ovarian cancer patients and highlights the importance of lipid metabolism in ovarian cancer treatment.

## 1. Introduction

Ovarian cancer (OC) encompasses a heterogenous group of malignancies differentiated by cell/site of origin, pathological grade, risk factors, prognosis, and treatment. Among all OC subtypes, non-epithelial neoplasias are the least aggressive, whereas epithelial malignancies are the most common ones, accounting for 90% of all cases [1]. Epithelial cancers (EOC) are classified by tumor cell histology as serous (52%), endometrioid (10%), mucinous (6%), or clear cell (6%), with the rest being rarer subtypes or unspecified [1]. It has been proposed to further group EOC as type I or type II based on clinicopathologic factors, with type I classified as low-grade malignancies, except clear cell carcinomas, and accounting for only a small fraction of deaths, and type II considered high grade tumors and characterized by aggressiveness and low survival [2]. The predominant high-grade serous carcinomas are mostly diagnosed at stage III (51%) or IV (29%), reflecting their poorly symptomatic and aggressive nature. Consequently, the five-year cause-specific survival for serous carcinoma is 43%, compared with 82%, 71%, and 66% for endometrioid, mucinous, and clear cell carcinoma, respectively [1]. Surprisingly, large-scale genomic analysis of high grade serous ovarian cancers (HGSOC) has uncovered only a few recurrently mutated genes, such as TP53 and BRCA1/BRCA2 [3]. Given the high heterogeneity and the complexity progressively unveiled in recent years, and despite novel therapeutic approaches, only poly(ADP-ribose) polymerase (PARP) inhibitors show significant clinical activity in women with BRCA1 or BRCA2 mutations, whereas most targeted therapies have not shown substantial results [4]. Therefore, although advances are being made, platinum-based therapy combined with taxanes is still the primary choice for the treatment of ovarian cancers, which remains the most fatal gynecologic malignancy [5]. Indeed, while approximately 75% of patients initially respond to the platinum/paclitaxel-based chemotherapy, most of them relapse and progressively develop platinum resistance. Interestingly, it has been shown that a peculiar metabolic remodeling is associated to acquisition of chemoresistance in HGSOC. Indeed, advanced-stage HGSOC cells surprisingly remodel their metabolism toward a more oxidative one, as opposed to the canonical “Warburg” metabolism, characterized by prevalent glycolysis even under aerobic conditions [6]; furthermore, a more oxidative OC cell phenotype correlates with drug resistance [7]. Mechanistically, we previously reported that the metabolic switch triggers an inflammatory response, with endogenous production of proinflammatory cytokines, which ultimately leads to the upregulation of drug-resistance factors of the multidrug resistance (MDR) family, through an unknown mechanism [7]. A pivotal player in this scenario is the molecular chaperone Tumor necrosis factor Receptor Associated Protein 1 (TRAP1), a heat shock protein (HSP) 90 family member that binds respiratory complexes into the mitochondria. Upon this interaction, oxidative phosphorylation is reduced, when glucose is available [8]. Indeed, in recent years, TRAP1 has proved to be an interesting biomarker in OC since its expression inversely correlates with stage and grade in HGSOC, and directly correlates with an increased survival [7]. TRAP1 levels are also reduced in metastatic sites compared to the primary tumor, and a downregulation of its expression correlates with epithelial-mesenchymal transition, which in turn indicates chemoresistance [9]. To date, the mechanisms of the whole metabolic remodeling observed in drug resistant OC cells still needs to be understood, and the mechanisms ultimately responsible for OC drug resistance are partially unknown. Herein, we show a novel metabolic alteration in cisplatin-resistant HGSOC cells, i.e., the dysregulation of the cholesterol metabolism. This is due to inhibition of cholesterol biosynthesis, with cells mostly relying on its uptake from the extracellular environment. Remarkably, we show that TRAP1 downregulation in drug-sensitive cells mimic some of the effects observed in the resistant counterpart. Finally, an inhibition of the cholesterol biosynthetic pathway by statins induces platinum resistance, whereas silencing of enzymes involved in lipid uptake or withdrawal of extracellular lipids increase drug sensitivity.

## 2. Materials and Methods

### 2.1. Cell Cultures

The paired HGSOC cell lines PEA1/PEA2 and PEO14/PEO23 have been described elsewhere [10]. TRAP1-stable interfered cells were obtained by transfecting PEA1 cells with TRAP1 (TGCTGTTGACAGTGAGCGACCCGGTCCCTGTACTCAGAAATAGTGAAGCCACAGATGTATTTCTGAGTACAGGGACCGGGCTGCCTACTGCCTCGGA) or scrambled (sequence containing no homology to known mammalian genes) short hairpin RNAs (shRNA) (Open Biosystem) and isolating positive clones by selection with Puromycin as previously described [7]. All lines were maintained in RPMI 1640 media with 10% fetal bovine serum, glutamine and Normocin (Invivogen), at 37 °C, 5% CO_2_.

### 2.2. Transfection Procedures

Transient silencing was performed with siRNAs targeting: TRAP1 (Qiagen S.r.l., Milano, Italy; cat. no. SI00115150, target sequence CCCGGTCCCTGTACTCAGAAA), LIPG (Qiagen S.r.l., Milano, Italy; cat. no. SI03039551, target sequence AACGATGTCTTGGGATCAATT) and nontargeting control siRNA (Qiagen S.r.l., Milano, Italy; cat. no. SI03650318). Transfections were performed using HiPerFect Transfection Reagent (Qiagen S.r.l., Milano, Italy), according to manufacturer’s protocol.

### 2.3. RNA Extraction and Real-Time Reverse Transcriptase-Polymerase Chain Reaction (RT-PCR)

Total RNA extraction procedures were performed by using TRI Reagent (Merck Life Science S.r.l., Milano, Italy; product code T9424), following the manufacturer’s instruction. For first-strand synthesis of cDNA, 1 μg of RNA was used in a 20-μL reaction mixture by using a SensiFast cDNA synthesis kit (Bioline, London, UK). For real-time PCR analysis, 0.4 μL of cDNA sample was amplified by using the SensiFast Syber (Bioline, London, UK) in an iCycler iQ Real-Time Detection System (Bio-Rad Laboratories GmbH, Segrate, Italy). The reaction conditions were 95 °C for 2 min followed by 40 cycles of 5 s at 95 °C and 30 s at 60 °C. Actin was chosen as the internal control. In PCR analyses performed upon TRAP1 silencing, RNAs were collected 72 h after siRNA transfection. The following primers (Table 1) were used for PCR analysis.

### 2.4. Gene Expression Analyses

Total RNAs from PEA1 cells were extracted using TRIzol reagent (Thermo Fisher Scientific, Monza, Italy) after 72 h from transfection with TRAP1-directed or control siRNA. RNA concentration was evaluated with a NanoDrop 2000c spectrophotometer (Thermo Fisher Scientific, Monza, Italy); its quality was assessed with a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). For each sample, 300 ng of total RNA were reverse transcribed and used for synthesis of cDNA and biotinylated cRNA according to the Illumina TotalPrep RNA amplification kit protocol (Thermo Fisher Scientific, Monza, Italy). Of each cRNA, 750 ng was hybridized on an Illumina HumanHT12 v4.0 Expression BeadChip array (Illumina, San Diego, CA, USA); staining was performed according to standard protocol supplied by Illumina. BeadChips were dried and scanned with an Illumina HiScanSQ system (Illumina, San Diego, CA, USA). Analysis was performed in three replicates for control samples and two replicates for TRAP1-silenced samples. Raw signal intensity data from Illumina HumanHT-12_V4_0_R2 microarrays were normalized using the neqc function in the limma package, and low-quality annotation probes were excluded. Differentially expressed genes (DEGs) were obtained by a moderated *t*-test on the linear model fit of the microarray data. DEGs with *p*-values <0.05 were retained. All the steps performed according to the “microarray analysis” best practice using well-known packages in R (https://www.r-project.org) [11]. Microarray data are publicly available at the Gene Expression Omnibus (GEO) database under accession number GSE144248.

### 2.5. Gene Set Enrichment Analyses

The enrichment analysis was executed by the GSEA (Gene Set Enrichment Analysis) function in the clusterProfiler package [12] and on the base of the Hallmark gene sets collection in MsigDB (Molecular Signatures Database) [13]. The results are shown in Figure 1 on significant categories (adjusted *p*-value <0.05) and on absolute enrichment score (ES) > 0.4.

### 2.6. Western Blot Analyses

Equal amounts of protein from cell lysates and tumor specimens were subjected to SDS-PAGE (Sodium Dodecyl Sulphate - PolyAcrylamide Gel Electrophoresis) and transferred to a Polyvinylidene fluoride (PVDF) membrane (Merck Life Science S.r.l., Milano, Italy). The following antibodies were used: anti-TRAP1 (Santa Cruz Biotechnology, Inc., Dallas, TX, USA; sc-13557), anti-β-Actin (Santa Cruz Biotechnology, Inc., Dallas, TX, USA; sc-69879), anti-LDLR (Santa Cruz Biotechnology, Inc., Dallas, TX, USA; sc-18823), anti-FDPS (OriGene, Herford, Germany; AP12197PU-N), and anti-OSC (Santa Cruz Biotechnology, Inc., Dallas, TX, USA; sc-514507). Quantitative estimation was performed by measuring densitometric band intensity using ImageJ [14].

### 2.7. Incorporation of ^14^C Acetate

Actively growing, subconfluent PEA1 and PEA2 cells and siRNA-transfected PEA1 cells (see “transfection procedures” section for details) were incubated with 10 μL of 2-^14^C-acetate([14C]- acetate) (Specific activity: 59 mCi/mmol, Perkin Elmer, Waltham, MA, USA) for 12 h. Cells were washed and harvested with cold Phosphate-buffered saline (PBS), resuspended in 500 μL of isopropanol and sonicated. After centrifugation, supernatants were dried and dissolved in 50 μL of chloroform, whereas pellets were solubilized in 500 μL of 0.1 M NaOH for the protein assay. In all, 10 μL of each sample were loaded on Thin Layer Chromatography—Silica gel-60G (Millipore, Billerica, MA, USA) in presence of 1,2-3H(N)cholesterol standard (Specific activity 60.0 Ci/mmol, NEN products—DuPont, Boston, MA, USA) and developed using hexane/diethylether/acetic acid (70:30:1) as a solvent system. Membranes were exposed to X-ray film and film developed, spots were quantified by densitometry using a digital imaging system (Image Lab software, Berkeley, CA, USA).

### 2.8. Microscopy

Twenty-four hours after seeding on coverslips, cells were fixed with 4% (*w*/*v*) paraformaldehyde in PBS for 15 min, then stained with filipin III for 1 h at room temperature. After Filipin staining, immunofluorescence assays were performed as previously described [15], cells were permeabilized in blocking solution containing Triton (Fetal Bovine Serum 5%, Bovine Serum Albumin 0.4%, Triton 0.1% in PBS), then hybridized with primary antibodies for 2 h, washed three times in PBS, and hybridized with secondary antibodies for 1 h. The following primary and secondary antibodies were used: anti-GM130 (Cell Signaling Technology, 12480); anti-CAV1 (Santa Cruz Biotechnology, Inc., Dallas, TX, USA; sc-894); AlexaFluor 488-conjugated anti-Rabbit (Jackson ImmunoResearch Europe Ltd., Cambridge, UK; 111-545-003); Dylight594-conjugated anti-Mouse (Abcam, Cambridge, UK; ab96873). For labeling lysosomes, cells were incubated with a Lysotracker probe (Thermo Fisher Scientific, Monza, Italy) in complete medium for 1 h at 37 °C before fixation. Images were collected using the Leica Thunder Imaging System (Leica Microsystems Srl, Buccinasco, Italy) equipped with Leica DFC9000GTC camera and a planapo 63× oil immersion (NA 1.4) objective lens. A fluorescence LED light source and appropriate excitation and emission filters were used. Images were acquired taking Z-slices from the top to the bottom of the cell by using the same setting (LED source power, exposure time) and the Small Volume Computational Clearing (SVCC) mode for the different cell lines and in all experimental conditions (control and TRAP1-interfered cells). Quantification analyses were carried out using Leica Thunder software. The mean fluorescence intensities were measured by drawing regions of interest (ROIs) of same size and corrected for the background as previously described [15].

### 2.9. Cell Treatments and Apoptosis and Viability Assays

In cell viability and apoptosis assays, PEA1 cells were treated for 24 h with Lovastatin (5 μM), and then contemporary with Lovastatin (5 μM) and cisplatin (20 μM) for additional 48 h. Apoptosis was measured using the Caspase-Glo 3/7 assay (Promega Italia s.r.l, Milano, Italy; product code G8090) and was performed according to the manufacturer’s instructions. In lipid deprivation experiments, 24 h after seeding, the culture medium was replaced with RPMI 1640 supplemented with charcoal-stripped serum (Thermo Fisher Scientific, Monza, Italy; product code A3382101) for a subsequent 48 or 96 h. Cell viability was measured by MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assay by using the in vitro toxicology assay kit (Merck Life Science S.r.l., Milano, Italy; product code TOX1-1KT), following the manufacturer’s instructions. For oxidative stress induction, PEA1 cells were treated with hydrogen peroxide (20 µM) for 9 h.

### 2.10. Statistics

The two-tailed unpaired Student’s *t*-test was used to establish the statistical significance of caspase 3/7 activation in apoptosis assays and of changes in gene expression levels compared to controls in real-time PCR experiments, and changes in cell viability in MTT assays and of densitometric band intensity in western blots.

## 3. Results

### 3.1. TRAP1 Expression and Chemoresistance Correlate with Metabolism, Inflammation, and Lipid Homeostasis

We have previously demonstrated that the expression of the molecular chaperone TRAP1 in HGSOC inversely correlates with stage, grade, and progression to metastatic disease and directly correlates with survival [7,9]. Indeed, TRAP1 silencing in HGSOC cells induces chemoresistance through an oxidative metabolism-induced inflammatory response, but the molecular mechanisms underlying this phenomenon are yet to be elucidated. To this aim, we performed a whole genome gene expression analysis in the cisplatin-sensitive HGSOC cell line PEA1 upon siRNA-mediated TRAP1 interference (Supplementary Table S1). 

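PEA1 is an established line of high-grade serous ovarian cancer cells that responds to cisplatin. RNA was collected 72 h after transfection from 3 samples that received a non-targeting control siRNA and 2 that received the siRNA against TRAP1, and each sample was hybridized to 1 Illumina bead array, with 750 ng of cRNA made from 300 ng of total RNA. The authors normalized the raw signal with the neqc function of limma, which corrects the background from the negative control probes, makes the distributions of the arrays alike and takes log2. The deposited values are therefore log2 intensities of 47323 probes, from 4.13 at the background level to 13.9 for the brightest probes, with a median of 4.58 on each of the 5 arrays. Of these probes, 30113 carry 1 gene symbol in the platform annotation used here, 8 carry several and 17202 are unnamed here, and the named ones cover 20046 genes. Each probe was tested for a difference between the siRNAs with limma's linear model and moderated statistic, without weights or a filter on dim probes, and p-values were adjusted over all probes by the Benjamini-Hochberg method. Each gene is represented by its brightest probe over the 5 arrays, and a gene is said to have risen or fallen where its unadjusted p is below 0.01, the threshold of the study. The sources used here do not say whether the samples of 1 group came from separate cultures, so the p-values measure the spread between these samples, which may be technical. The number of arrays limits the precision, with 3 residual degrees of freedom per probe.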

We identified 1001 differentially expressed genes with a *p*-value < 0.01, 571 (57%) of which were upregulated in TRAP1-silenced cells and 430 (43%) downregulated (Figure 1A). 

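With TRAP1 siRNA, 511 genes were higher and 384 were lower than with control siRNA, out of 20046 genes, at an unadjusted p under 0.01 from limma. The higher genes made up 57.1% of these 895 genes, and chance alone would give about 200.5 genes at this threshold. Most differences were small, with a median size of 0.43 on the log2 scale, and 9 of the 895 genes differed by more than 1 on that scale. Of the 20 probes with the largest falls, 5 are unnamed here and have no place in the order of genes below. The 20 also hold probes of KIF3B (log2 fold change -1.07), DEFB1 (-0.93) and SLC38A1 (-0.91), genes that are outside that order. The order takes the brightest probe of each gene and only genes that passed. Apart from TRAP1, the largest falls among named genes at an unadjusted p under 0.01 were those of STAMBP and TSEN15. STAMBP is a deubiquitinase of endosomes (log2 fold change -1.29, standard error 0.15), and TSEN15 is a subunit of the tRNA splicing endonuclease (-1.08, standard error 0.12). They were followed by the cytochrome P450 gene CYP4F11 (-1.00), the guanine nucleotide exchange factors RAPGEF1 (-0.92) and VAV3 (-0.90), prothymosin alpha, PTMA (-0.90), ZBED2 (-0.87), the epidermal growth factor receptor, EGFR (-0.85), and TM4SF4 (-0.82). The adjusted p-values of these genes from limma lay between 0.0866 and 0.156. Only genes whose arrays of the 2 siRNAs did not overlap were listed. That held for all 895 genes that passed and for 26.5% of all genes. All 3 probes of TSEN15 fell, as did 2 of 3 probes of STAMBP and of VAV3. For RAPGEF1 1 of 3 and for EGFR 1 of 4 did, the second probe of EGFR having a log2 fold change of -0.41. The remaining probes lay near the background in control cells, where a fall can hardly be seen. Their log2 intensities were 4.28 for STAMBP, 4.35 for VAV3, 4.59 and 4.28 for RAPGEF1, and 4.43 and 4.34 for EGFR. The other genes of this list have 1 named probe each. At an adjusted p under 0.05, 3 probes passed, those of TRAP1, GFPT2 and BHLHE40, and 51 passed at 0.1. The 3 became 82 over the probes above the median level and 284 with a trended and robust prior. Without control replicate 2 the counts were 334 higher and 276 lower. Over the probes above the median level they were 299 and 259, but there 12615 genes were tested in place of 20046. No probe passed an adjusted p under 0.05 in limma when any 1 array was left out, which leaves 2 residual degrees of freedom, and between 3756 and 4357 probes then had an unadjusted p under 0.05. The log2 fold changes of the 3 probes ran over -2.26 to -2.00 for TRAP1, 1.16 to 1.20 for GFPT2 and 1.12 to 1.20 for BHLHE40 in these fits.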

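The TRAP1 probe checks the labels of the arrays. Its log2 intensity was 9.32 ± 0.05 (SD, n = 3) with control siRNA and 7.18 ± 0.18 (SD, n = 2) with TRAP1 siRNA. The level with TRAP1 siRNA was thus 22.8% of that with control siRNA, a log2 fold change of -2.13 (standard error 0.10, adjusted p = 0.0163 from limma). Both TRAP1 siRNA arrays, at 7.05 and 7.32, lay below the 3 control arrays, at 9.26, 9.34 and 9.35. TRAP1 had the largest change in either direction and the smallest p among the named genes.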

TRAP1 itself resulted downregulated with a fold change of 0.23, proving the efficacy of the transfection procedure. 

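The probe of CSF2, a hematopoietic growth factor and cytokine, rose 3.23-fold with TRAP1 siRNA, more than any other of the 47323 probes. Its log2 intensity was 6.39 ± 0.18 (SD, n = 3) with control siRNA and 8.08 ± 0.20 (SD, n = 2) with TRAP1 siRNA, a log2 fold change of 1.69 (standard error 0.14, adjusted p = 0.0866 from limma). Of the 20 probes with the largest rises, 3 are unnamed here and are left out of this order. Next among the named genes came SCG5, a chaperone of the secretory pathway (2.41-fold), and the secreted glycoprotein stanniocalcin 1, STC1 (2.34-fold). After them came GFPT2, an enzyme of the hexosamine pathway (2.26-fold), and the transcription factor BHLHE40 (2.23-fold). ANGPTL4, a secreted inhibitor of lipoprotein lipase, rose 2.09-fold, LRIG1, a negative regulator of EGFR, 2.06-fold, and TMEM158 1.90-fold. Between LRIG1 and TMEM158 lay PLAU (2.01-fold) and INSIG1 (1.99-fold), which are described below. All of these were higher on both TRAP1 siRNA arrays than on any control array, which was a condition for listing the largest rises. GFPT2 and BHLHE40 also passed an adjusted p under 0.05 in limma (adjusted p = 0.0400 and 0.0466). The probes of CSF2 and GFPT2 are named from the paper's Table S1, of which the first 1998 of 2758 rows were used here. The 2 further probes of ANGPTL4, at log2 intensities of 5.86 and 4.71 in control cells, did not pass the test. Their log2 fold changes were 0.0032 and 0.05. STC1, GFPT2 and TMEM158 were dim in control cells, at log2 intensities of 5.77, 5.47 and 4.95, and fold changes are understated near the background, so their folds and places in this order hold for the deposited values alone.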

Notably, the most upregulated gene was Colony Stimulating Factor 2 (CSF2) (fold change = 3.22), which is among the cytokines we have previously identified as induced by metabolic shift towards oxidative phosphorylation induced in platinum-sensitive PEA1 cells by glucose deprivation, treatment with the mitochondrial uncoupler FCCP (Carbonyl cyanide-4-(trifluoromethoxy)phenylhydrazone), and TRAP1 silencing itself [7]. Similarly, Interleukine 6 (IL6) and Plasminogen Activator Urokinase (PLAU) upregulation were also confirmed (Figure 1A). 

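PLAU, the urokinase plasminogen activator, doubled in intensity. Its log2 intensity went from 10.04 ± 0.09 (SD, n = 3) with control siRNA to 11.05 ± 0.06 (SD, n = 2) with TRAP1 siRNA (2.01-fold, log2 fold change 1.01, standard error 0.09, adjusted p = 0.0866 from limma). IL6 was already bright in control cells, at 10.43 ± 0.06 (SD, n = 3), and reached 10.96 ± 0.08 (SD, n = 2) with TRAP1 siRNA (1.45-fold, log2 fold change 0.54, standard error 0.08, adjusted p = 0.129 from limma). Both genes passed the study's unadjusted threshold, and each kept it without any 1 of the 5 arrays. Another labelled gene of Figure 1A, TAP1, the peptide transporter of antigen presentation, rose 1.71-fold (log2 fold change 0.77, standard error 0.12, adjusted p = 0.133 from limma).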

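Of 32 measured genes of a list of NF-kB targets and inflammatory cytokines, 11 rose with TRAP1 siRNA, none fell and 21 did not pass the test. Besides PLAU and IL6, the leading members were TNFAIP3, a feedback inhibitor of NF-kB (1.85-fold), and the NF-kB inhibitor NFKBIE (1.61-fold). Of 33 hypoxia targets, 12 rose and none fell, led by STC1, the collagen hydroxylase P4HA2 (1.56-fold), NDRG1 (1.37-fold) and the oxygen sensor EGLN1 (1.37-fold). Of 36 type I interferon-stimulated genes, 30 had a higher mean with TRAP1 siRNA, but only IFIT1 (1.31-fold) and MX1 (1.29-fold) passed the test, and each lost it when some single arrays were left out (log2 fold changes of 0.29 and 0.37 without TRAP1 siRNA replicate 2). Of 19 genes of antigen presentation, 5 rose, among them TAP1, the immunoproteasome subunit PSMB8 (1.39-fold) and B2M, the light chain of MHC class I (1.41-fold), and the chaperone calnexin, CANX, fell (log2 fold change -0.47). B2M missed the threshold without TRAP1 siRNA replicate 2 (log2 fold change 0.36) and CANX without TRAP1 siRNA replicate 1 (-0.42). The other probe of B2M, at a log2 intensity of 11.57 in control cells, did not pass the test (log2 fold change 0.16, adjusted p = 0.739 from limma). Nor did those of CANX (-0.35) and IFIT1 (-0.05), the latter near the background at 4.47 in control cells. Of 4 probes of PSMB8, 2 rose.
Of 35 measured genes of ribosome biogenesis and MYC targets, 28 had a lower mean with TRAP1 siRNA, and the ribosome assembly factors NOP16 (log2 fold change -0.78) and PNO1 (-0.53) fell, while MYC itself, a member of the list, rose (0.27). MYC missed the threshold whichever array was left out (0.25 to 0.29 on the log2 scale). Of 39 genes of DNA replication, 29 had a lower mean and 1, the replication factor C subunit RFC4 (-0.30), fell, a call lost without any 1 array but control replicate 3 (log2 fold change -0.28 without TRAP1 siRNA replicate 1). The other probe of RFC4 missed the threshold (log2 fold change -0.28).
Each list was compared with all other genes by camera in limma. The lists were written after values of the paper's Table S1 had been seen, and that table comes from these same arrays. The p-values of the lists are therefore not independent evidence. The adjusted p was 1.11e-12 for the NF-kB list, 3.50e-11 for hypoxia, 5.10e-05 for interferon-stimulated genes, 1.07e-04 for antigen presentation, 1.35e-04 for ribosome biogenesis and 1.64e-04 for DNA replication. These calls use a small preset correlation between genes, 0.01, and are lost with one estimated from the 5 arrays. In camera, adjusted p = 0.119 with an estimated correlation for the NF-kB, hypoxia, interferon and ribosome lists. It was 0.124 for antigen presentation and 0.290 for DNA replication. That option also tests on the 3 residual degrees of freedom. The estimate was 0.087 for the NF-kB list, 0.084 for DNA replication and 0.017 for antigen presentation. It was 0.011 for hypoxia, 0.0079 for the interferon list and -0.0013 for ribosome biogenesis, near or below the preset value. In these last lists correlated genes thus do not account for the loss. With the preset correlation, adjusted p rose to 0.0241 for the interferon list, 0.0103 for antigen presentation and 0.0137 for DNA replication without TRAP1 siRNA replicate 1, and to 0.00918 for ribosome biogenesis without TRAP1 siRNA replicate 2. Of 16 markers of leukocytes, 12 had a higher mean with TRAP1 siRNA and none passed the test, and the adjusted p of that list was 0.0726, or 0.575 without TRAP1 siRNA replicate 1 and 0.00918 without replicate 2. No member of the lists above passed an adjusted p under 0.05 over all probes in limma. Adjusted over the list alone, 14 NF-kB genes and 13 hypoxia genes were higher, 5 genes of antigen presentation were higher and 1 lower, 2 ribosome genes were lower, and no gene of the other lists passed.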

Gene set enrichment analyses performed on this dataset confirmed the causal nexus between TRAP1 silencing and hallmarks as interleukin signaling and inflammatory response (Figure 1B). 

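More genes rose in a list of cholesterol uptake, trafficking and sterol sensing than among the enzymes of cholesterol synthesis, a difference that was not tested. Of 17 measured genes of uptake, trafficking and sensing, 6 rose with TRAP1 siRNA, none fell and 11 did not pass the test. The 6 were INSIG1, INSIG2, LIPA, LIPG, NPC1 and NPC2, and none of them is an uptake receptor. This list is called the uptake list below for short. INSIG1, the sterol-regulated anchor of SCAP in the endoplasmic reticulum, rose 1.99-fold, from a log2 intensity of 9.16 ± 0.12 (SD, n = 3) to 10.15 ± 0.07 (SD, n = 2), and its other probe rose too (log2 fold change 0.90). LIPA, the lysosomal acid lipase that frees cholesterol from its esters, rose 1.43-fold (log2 fold change 0.51, standard error 0.07), and LIPG and NPC1 were the other leading members. Of 18 measured enzymes of cholesterol synthesis, HMGCS1 and SC5D rose, MSMO1 fell and 15 did not pass. Of those 15, EBP, a sterol isomerase, came nearest (log2 fold change 0.32, adjusted p = 0.595 from limma). Its log2 fold change was 0.22 without TRAP1 siRNA replicate 1 and 0.45 without control replicate 3.
Camera in limma gave adjusted p = 0.00718 for the uptake list and 0.0580 for the enzyme list, both upwards. The first call is lost with an estimated correlation, where adjusted p = 0.175 with an estimated correlation for the uptake list and 0.417 for the enzyme list, and without TRAP1 siRNA replicate 2 (adjusted p = 0.0572). The estimated correlation was -0.0030 for the uptake list and 0.17 for the enzyme list, with a test on 3 residual degrees of freedom. Correlated genes thus do not account for the lost call of the uptake list under that option. Without control replicate 3 the enzyme list passed at the preset correlation (adjusted p = 0.00360 from camera). The median log2 fold change was 0.02 over the uptake list and 0.16 over the enzymes. A higher mean with TRAP1 siRNA was seen in 10 of 17 genes of the uptake list and in 13 of 18 enzymes. By the median and by this share, the order of the 2 lists is thus the reverse of that by genes that rose. By the mean it is not, as the mean log2 fold change was 0.20 over the uptake list and 0.12 over the enzymes. No member passed an adjusted p under 0.05 over all probes. When adjusted over the list alone, 7 genes of the uptake list were higher, and 2 enzymes were higher and 1 lower. Several of these genes are named in the paper and their values in its Table S1 had been seen when the lists were written, so their counts are not independent evidence.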

Among the regulated hallmarks, cholesterol homeostasis was also significantly enriched. Accordingly, enrichment analyses performed by Enrichr [16] showed that the most enriched pathway, according to the Wikipathways database [17], was correlated to cholesterol biosynthesis (Figure 1C), with “cholesterol metabolism” also enriched. 

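At an unadjusted p under 0.001, 177 of the 20046 genes differed between the siRNAs. They held INSIG1, LIPA, LIPG and NPC1, which are 4 of the 17 measured genes of cholesterol uptake, trafficking and sterol sensing, against 0.150 by chance (one-sided Fisher's exact test, p = 1.28e-05, adjusted over the 2 cholesterol lists 2.56e-05). They also held HMGCS1 and SC5D, 2 of the 18 measured enzymes of cholesterol synthesis, against 0.159 by chance (p = 0.0108, one-sided Fisher's exact test). At the looser threshold of 0.01, by the same exact test, the genes were 6 of 17 (p = 6.31e-05) and 3 of 18 (p = 0.0439), the added ones being NPC2, INSIG2 and MSMO1. By the exact test, leaving out 1 array ended the call of the enzyme list in 4 of 5 cases (p = 0.0845 without control replicate 1, 0.0661 without control replicate 2, 1 without TRAP1 siRNA replicate 1 and 0.0845 without TRAP1 siRNA replicate 2), and that of the uptake list without TRAP1 siRNA replicate 2 (p = 0.0800). These fits have 2 residual degrees of freedom in place of 3, and in them the log2 fold changes ran over 0.58 to 0.70 for HMGCS1, 0.61 to 0.71 for SC5D, 0.93 to 1.06 for INSIG1, 0.49 to 0.53 for LIPA, 0.74 to 0.87 for LIPG and 0.47 to 0.63 for NPC1. The lists stand in for the WikiPathways terms, which were not used here.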

Starting from this evidence, we focused our attention on the differentially regulated genes that are involved in cholesterol synthesis and metabolism: 3-Hydroxy-3-Methylglutaryl-CoA Synthase 1 (HMGCS1), Lipase G (LIPG), Niemann-Pick C1 Protein (NPC1), Methylsterol Monooxygenase 1 (MSMO1), and Sterol-C5-Desaturase (SC5D). 

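HMGCS1, which makes HMG-CoA at the start of the mevalonate pathway, and SC5D, which acts late in cholesterol synthesis, rose by similar amounts. HMGCS1 went from a log2 intensity of 9.01 ± 0.12 (SD, n = 3) with control siRNA to 9.66 ± 0.07 (SD, n = 2) with TRAP1 siRNA (log2 fold change 0.65, standard error 0.10, adjusted p = 0.129 from limma). SC5D went from 8.85 ± 0.11 (SD, n = 3) to 9.52 ± 0.04 (SD, n = 2) (log2 fold change 0.67, standard error 0.09, adjusted p = 0.118 from limma). LIPG, the endothelial lipase, rose from 7.59 ± 0.13 (SD, n = 3) to 8.38 ± 0.06 (SD, n = 2) (1.74-fold, adjusted p = 0.104 from limma), and its dimmer probe rose by 0.97 on the log2 scale. NPC1, which carries cholesterol out of lysosomes, rose from 9.31 ± 0.04 (SD, n = 3) to 9.86 ± 0.11 (SD, n = 2) (1.46-fold, adjusted p = 0.129 from limma). MSMO1, the methyl-sterol oxidase, was the one that fell, from 9.41 ± 0.08 (SD, n = 3) to 8.76 ± 0.24 (SD, n = 2) (log2 fold change -0.65, standard error 0.12, adjusted p = 0.184 from limma), and its other 2 probes had log2 fold changes of -0.81 and -0.23. In each gene the arrays of the 2 siRNAs did not overlap, as in all genes at an unadjusted p under 0.01. Each kept an unadjusted p under 0.01 in limma without any 1 control array, but none passed an adjusted p under 0.05. The log2 fold change of MSMO1 ran over -0.82 to -0.48 when 1 of the 5 arrays was left out. Starting from the enriched cholesterol terms, the paper focuses on these genes and follows them by PCR in PEA1 and other ovarian cancer lines (Figure 1D).

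**Figure D1:**
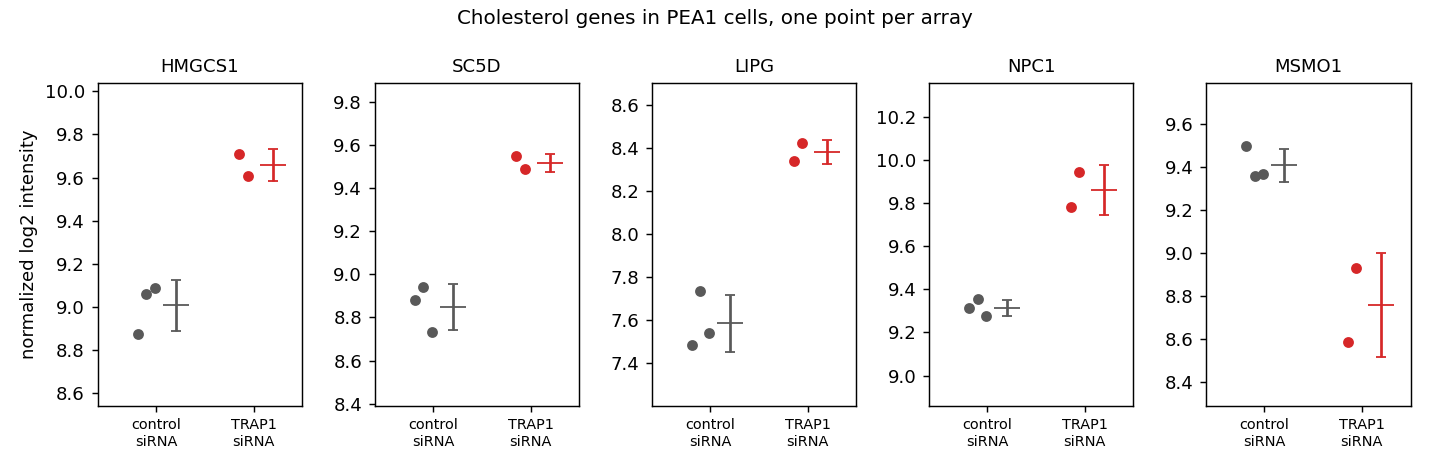
Normalized log2 intensity of HMGCS1, SC5D, LIPG, NPC1 and MSMO1 on the 3 control siRNA arrays (grey) and the 2 TRAP1 siRNA arrays (red), 1 point per array, with the group mean and SD as bars beside the points. Each panel has its own log2 axis of the same length. The red points lie above the grey ones for HMGCS1, SC5D, LIPG and NPC1 and below them for MSMO1.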

We investigated the regulation of this shortlist of genes by comparing their expression in control OC cells with cells transfected with TRAP1-directed siRNA in two different cisplatin-sensitive cell lines, PEA1 and PEO14, and by comparing their expression levels in the platinum-resistant PEA2 cells with the matched-sensitive counterpart PEA1 (Figure 1D). Of note, all the target except SC5D modulated their expression concordantly in all the pairings, and according to microarray indications. In particular, LIPG was significantly upregulated in PEO14 cells upon TRAP1 silencing, whereas MSMO1 and NPC1 were, respectively, significantly downregulated and upregulated in the cisplatin-resistant PEA2 cells compared to the matched-sensitive PEA1. The protein encoded by the LIPG gene has phospholipase activity and in endothelial cells it is involved in the maintenance of cholesterol homeostasis [18], MSMO1 is a methyl-sterol oxidase that is believed to function in cholesterol biosynthesis [19], NPC1 encodes for a protein involved in intracellular cholesterol trafficking [20], and SC5D catalyzes the conversion of lathosterol into 7-dehydrocholesterol in the last steps of cholesterol biosynthesis. Taken together, all these data highlight the importance of lipid metabolism (in particular of cholesterol) in the transition from a chemosensitive to a drug-resistant disease.

Our findings confirm previous studies on transcriptional analysis of a matched cell line series from three patients with HGSOC before and after development of clinical platinum resistance [21], showing that cholesterol biosynthesis is one of the most dysregulated pathways in the drug-resistant cells [7]. We therefore decided to explore the cholesterol pathway by analyzing the expression levels of some crucial component of its synthesis, either in the chemosensitive PEA1 and PEO14 cells following siRNA-mediated TRAP1 silencing, and in PEA2 cells compared to PEA1 (Figure 2A). Results showed no significant regulation of these additional genes involved in cholesterol biosynthesis upon TRAP1 silencing. On the other hand, Low Density Lipoprotein (LDL) Receptor (LDLR), which encodes for the protein responsible for the receptor-mediated endocytosis of LDL, showed a dramatic upregulation in PEA2 cells, whereas enzymes involved in cholesterol biosynthesis such as mevalonate kinase (MVK), oxidosqualene cyclase (OSC), and 24-dehydrocholesterol reductase (DHCR24) were significantly decreased. Remarkably, and in support of our data, DHCR24, which catalyzes the reduction of the delta-24 double bond of sterol intermediates during cholesterol biosynthesis, was already reduced in the previous microarray analysis [21]. This is particularly relevant for DHCR24, a terminal enzyme for the cholesterol biosynthesis, shared by both the Bloch [22] and Kandutsch-Russell [23] pathways. Western blot analyses confirmed the upregulation of the LDLR protein and the downregulation of OSC in PEA2 cells compared to PEA1, but also showed that, although the mRNA expression is unchanged, the Farnesyl Diphosphate Synthase (FDPS) protein is reduced (Figure 2B), as an additional and independent regulatory mechanism for pathway downregulation. Similar results were obtained by comparing PEO14 cells with their resistant counterpart PEO23, with significant upregulation of LDLR and slight reduction of FDPS and OSC. TRAP1 silencing in PEA1 at least partially mimicked the regulation observed in the transition to chemoresistance, with reduced expression of FDPS and OSC (Figure 2B). Altogether, these results suggest that a rewiring of the cholesterol pathway may be an important step in the transition to a drug-resistant state in OC cells, and that TRAP1 may contribute.

Based on these data, we decided to investigate the cholesterol biosynthetic pathway in drug-sensitive and drug-resistant HGSOC cells and the impact of TRAP1 expression on its regulation. To this aim, we measured incorporation of ^14^C acetate into cholesterol by thin-layer chromatography [24]. Results showed that the cholesterol synthesis is dramatically reduced in PEA2 cells compared to PEA1, and that TRAP1 silencing in the latter also decreases the incorporation of acetate (Figure 2C). These data are consistent with the reduced expression levels of the enzymes involved in cholesterol synthesis.

### 3.2. Cholesterol Distribution Is Altered in Chemoresistant Cells

Considering that LDLR is upregulated in chemoresistant cells, whereas the biosynthetic pathway is inhibited, we decided to dissect cholesterol distribution in cisplatin-sensitive and cisplatin-resistant cells by microscopy analyses. To this aim, cells were labeled with filipin III, a polyene macrolide widely used to localize and quantitate unesterified cholesterol (Figure 3). As expected for mammalian cells [25], cholesterol is enriched in the plasma membrane of the four ovary cell lines (Figure 3). Interestingly, higher levels of cholesterol on the plasma membrane of chemoresistant PEA2 and PEO23 compared to their sensitive counterpart PEA1 and PEO14 were observed (Figure 3A). The accumulation of cholesterol on the cell membrane of cisplatin-resistant cells is also supported by colocalization with caveolin -1 (CAV-1), a cholesterol binding protein that is the main component of caveolae in plasma membranes [25] (Figure 3B). Similar results were observable in stable TRAP1 knockdown PEA1 clones compared to nontargeting shRNA controls (Figure S1).

Furthermore, we investigated the intracellular distribution of cholesterol by double immunofluorescence assays using different markers of subcellular compartments. It is worth noting that a fraction of intracellular cholesterol is enriched in the Golgi membranes labeled with GM130, a Golgi marker, both in cisplatin-sensitive and -resistant cells (Figure 4A). In addition, in both cell lines Golgi filipin-positive structures display comparable distribution in the perinuclear region and similar fluorescence intensity, indicating no alteration of the trafficking of newly synthetized cholesterol. Furthermore, intracellular filipin-positive dots have also been found to colocalize with lysotracker dye, a reagent that has affinity for the low pH of lysosomal compartments, both in PEA1 and PEA2 cells (Figure 4B). A lot of these structures were observed in the chemoresistant cells, supporting that much cholesterol is taken up by these cells and traffic toward lysosomes, consistently with higher expression of LDLR.

### 3.3. Reduced Cholesterol Biosynthesis and Increased Cholesterol Uptake from Extracellular Environment Induce Chemoresistance

Based on the observation that chemoresistant cells downregulate endogenous pathways of cholesterol synthesis, which mostly rely on extracellular cholesterol uptake for their needs, we wondered if a modulation of the biosynthetic pathways has an impact on drug resistance. To investigate this issue, cells were treated with Lovastatin (5 μM), an inhibitor of cholesterol synthesis, for 24 h, before adding cisplatin (20 μM) for an additional 48 h, and measured apoptosis by caspase 3/7 activity through a luminescent assay. Results showed that pre-treatment with Lovastatin significantly reduced cisplatin-induced apoptosis in both the drug-sensitive PEA1 and PEO14 cells, with the first cell line being more dramatically affected, whereas drug-resistant PEA2 cells showed no significant caspase activation at the same cisplatin concentration (Figure 5A). Indications obtained by cytofluorimetric analyses of AnnexinV/Propidium Iodide staining and immunoblot analyses of PARP-1 cleavage yielded similar results (Figure S2).

Our results suggest that chemoresistant cells reduce cholesterol synthesis in order to earn drug resistance, and, in parallel, activate compensatory uptake of exogenous cholesterol for membrane composition. Future studies will address mechanisms involved in this process. Starting from this, we measured viability of chemosensitive and chemoresistant cells upon withdrawal of lipids from extracellular medium, by culturing cells in medium supplemented with lipid-deprived serum for 48 and 96 h. Interestingly, we found that the chemoresistant PEA2 cells, showing reduced biosynthesis and increased levels of LDLR, are not sensitive to lipid deprivation, but rather slightly increase their viability (Figure 5B). Accordingly, western blot analysis demonstrate that those conditions trigger significant re-expression of OSC and a slight increase in FDPS levels, suggesting a feedback reactivation of the biosynthetic pathway (Figure 5C). We therefore measured cisplatin-induced apoptosis in PEA2 cells following lipid withdrawal from serum supplementing the culture medium. Strikingly, lipid deprivation significantly increased caspase 3/7 activation following cisplatin treatment (40 μM) (Figure 5D), further supporting the hypothesis that repression of the biosynthetic pathway is functional to the acquisition of drug resistance, and that its re-activation can restore sensitivity. Significantly, an analysis of The Cancer Genome Atlas (TCGA) database, performed with GEPIA (Gene Expression Profiling Interactive Analysis) [26], revealed that low expression of the biosynthetic enzyme FDPS correlates with reduced overall survival in OC patients (Figure 5E), whereas, on the contrary, high expression of LDLR is associated with worse survival (Figure 5F), which is in line with our in vitro observations.

### 3.4. Oxidative Stress Induces Inflammatory Response and Remodeling of Lipid Metabolism

The data shown above, along with our previous observations [7] strongly suggest that OC cells remodel their metabolism reducing lipid biosynthetic pathways and increasing catabolic pathways through the tricarboxylic acid cycle and the oxidative phosphorylation, gaining survival advantage in terms of resistance to apoptosis induced by anticancer drugs. Our analyses highlighted the potential role of LIPG in such metabolic remodeling. For this reason, we explored the impact of LIPG expression on PEA1 sensitivity to cisplatin treatment. Remarkably, siRNA-mediated LIPG silencing significantly increased caspase 3/7 activity upon cisplatin treatment (20 μM for 48 h) (Figure 6A). Interestingly, it has been shown that the LIPG gene is transcriptionally activated by NF-kappaB, a pivotal mediator of inflammatory responses [27]. Considering that we have previously shown that HGSOC cells acquire cisplatin resistance through oxidative metabolism-induced inflammation, we wondered whether the induction of oxidative stress in these cells is sufficient to induce the expression of any of the proinflammatory cytokines previously identified (CSF2, IL6, IL8), the ABC transporter potentially responsible for drug resistance (TAP1) [7], and LIPG itself. To this aim, we measured the expression of these genes in PEA1 cells by qPCR following treatment with H_2_O_2_ (20 μM) for 9 h. The results show that all of the genes mentioned above are, to various extents, induced upon treatment, but only CSF2 and IL8 were significantly upregulated (Figure 6B). Further investigations are needed to clarify the possible involvement of LIPG in the inflammatory response induced by oxidative stress.

## 4. Discussion

EOC is usually diagnosed at an advanced stage, as early stages have no obvious symptoms, and to date, the efficacy of screening has not been demonstrated in prospective randomized controlled trials. Among all the subtypes, HGSOC is responsible for the majority of deaths and, even though the introduction of PARP inhibitors led to large advances, improvements are still needed for a more successful therapy. At present, the first-line therapy is mainly based on combinations of platinum derivatives with taxanes, quite effective initially, but which frequently end up with disease relapse and acquisition of platinum resistance. We have previously demonstrated that drug-resistant OC cells, contrarily to most cancer types, show an unexpected activation of oxidative metabolism. This metabolic environment contributes to chemoresistance by eliciting an inflammatory response that, in turn, stimulates the expression of drug-resistance factors [7]. A pivotal contributor of such metabolic adaptations is the molecular chaperone TRAP1, which binds and regulates the activity of respiratory complexes, thus exerting oncogene/oncosuppressor functions depending on the metabolic phenotype of each tumor type [28]. Metabolic reprogramming is an emerging concept in tumor biology, now recognized as one of the hallmarks of cancer, and accumulating evidence suggests the possibility to target pathways of energy metabolism as a therapeutic strategy to overcome drug resistance [29]. Herein, we further deepened the analysis of the metabolic rewiring in chemoresistant OC cells by taking advantage of a model system based on patient-derived couples of cell lines stabilized before and after clinically-acquired drug resistance upon platinum-based treatments. Whole genome gene expression analyses of these cells and of TRAP1 knock-down cells highlighted the dysregulation of the cholesterol biosynthetic pathway. Accordingly, a small subset of genes, whose expression is altered in OC cells following TRAP1 silencing, was enriched in genes involved in lipid homeostasis. Cholesterol homeostasis is required for the normal growth of eukaryotic cells, given the important role of cholesterol within cell membranes, where it regulates membrane fluidity, signaling initiation, and cell adhesion to the extracellular matrix [30]. Studies have shown that cholesterol synthesis is increased in cancer cells, compared to untransformed cells [31,32], and it is commonly accepted that malignant cells have lost the cholesterol synthesis feedback inhibition, normally induced by elevated extracellular cholesterol uptake [33]. High cholesterol levels have been associated to cancer progression [34], and increased cholesterol content of cell membranes have been associated to drug resistance, possibly due to the consequent reduced permeability [35]. For these reasons, the use of statins has been suggested as a promising therapeutic strategy for the treatment of several cancers [36], to such an extent that clinical trials have been already set up. However, a careful analysis of those trials has raised the questions of if statins have the ability to promote cancer, instead [37]. Remarkably, our data suggest that it is not the total cellular cholesterol content to affect drug resistance, but rather the balance between the endogenous and exogenous pathways. Indeed, we show that in drug-resistant HGSOC cells, cholesterol biosynthesis is reduced, while the uptake of exogenous cholesterol is increased. Accordingly, inhibition of cholesterol synthesis by statins in drug-sensitive cells induces platinum resistance, whereas reduction of lipid availability in the extracellular environment increases sensitivity in drug-resistant cells (a model schematizing these adaptations is presented in Figure 7). This phenomenon is most likely associated to the whole metabolic rewiring of this peculiar cancer type, as TRAP1 silencing alone is able to partially reproduce the transition toward a drug-resistant phenotype with reduced FDPS and OSC expression and cholesterol synthesis, and increased LDLR expression. Remarkably, the phospholipase LIPG, which may exert functions in lipid uptake from the extracellular environment and is inversely correlated to TRAP1, is also upregulated by oxidative stress and inflammation [38], which are triggered by TRAP1 downregulation [39], and we found that its silencing sensitized cell to cisplatin. Interestingly, a tight crosstalk links the Nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) pathway and inflammatory response to Wnt/β-catenin signaling [40], a central pathway for development and differentiation playing causative role in several human diseases and in cancer. This in turn potentiates the production of cellular lipid droplets dependent on LDL-derived cholesterol and affects the endocytic pathway [41]. On the other hand, it is well known that cholesterol-rich domains termed lipid rafts and caveolae are enriched in cancer cells and dramatically increased in multidrug resistant cells [42].

As cholesterol synthesis requires oxygen, which is used for the biotransformation of squalene to cholesterol, it is conceivable that endogenous cholesterol synthesis conflicts with increased oxidative phosphorylation carried out by drug-resistant OC cells. Moreover, it has been recently shown that squalene accumulation due to loss of squalene monooxiganase expression protects anaplastic large cell lymphoma cells from ferroptotic cell death, providing survival advantage under conditions of oxidative stress [43]. Thus, auxotrophy for cholesterol is emerging as a novel strategy adopted by cancer cells to survive in specific metabolic settings. In line with the hypothesis of an increased cholesterol influx and a decreased biosynthesis, we found elevated levels of LDLR in resistant cells, and also increased expression of NPC1, a protein resident in the membrane of endosomes and lysosomes which mediates intracellular cholesterol trafficking [20]. Accordingly, NPC1 and cholesterol trafficking are also under evaluation as potential therapeutic targets in cancer [20]. Finally, alterations of lipid metabolism were shown recently in OC after anti-VEGF therapy, further underlying its potential as a target to counteract drug resistance [44]. Taken together, our data highlight the need for further research before using lipid-lowering drugs in OC, caveats for the use of statins in OC patients, and a better focus in distinguishing between endogenous production of cholesterol by cancer cells and its respective blood levels.

## Figures and Tables

**Figure 1:**
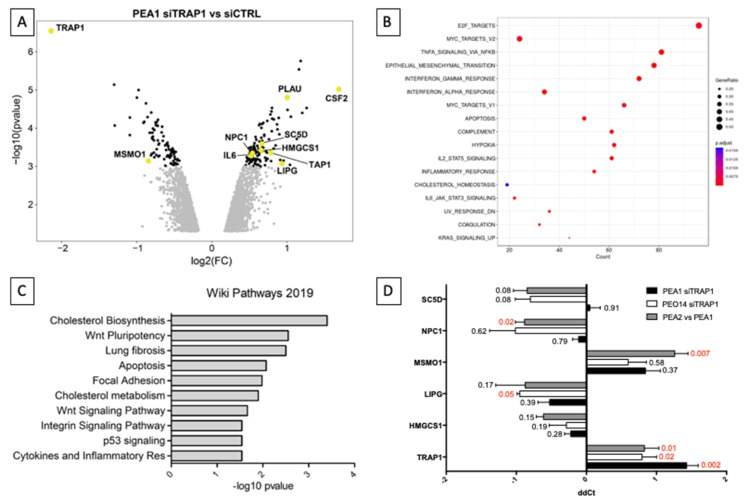
TRAP1 expression modulates genes involved in inflammation and lipid homeostasis. (**A**) Volcano plot showing the whole genome gene expression changes in PEA1 cells upon siRNA-mediated TRAP1 silencing (black = *p* < 0.001, light gray = *p*< 0.01). Relevant transcripts are highlighted, chosen for belonging to the cholesterol pathway or the inflammatory response. (**B**) Dot-plot representing hallmarks emerging from gene set enrichment analysis of the differentially expressed genes upon siRNA-mediated TRAP1 silencing in PEA1 cells. (**C**) Gene set enrichment analysis on the list of genes significantly modulated in expression (*p* < 0.001) upon TRAP1 silencing in PEA1 cells as for the microarray analysis. (**D**) Real-time RT-PCR analysis of genes involved in the cholesterol metabolic pathway found differentially expressed upon TRAP1 silencing in PEA1 cells according to microarray analyses. PEA1 and PEO14 cells were transfected with nontargeting control siRNA or TRAP1-directed siRNA (siTRAP1) and collected 72 h after transfection. All data are expressed as mean ± standard error of the mean (S.E.M.) of delta-delta Ct (ddCt) from six (PEA1 siTRAP1), three (PEO14 siTRAP1), or four (PEA2 vs. PEA1) independent experiments with technical triplicates each. Numbers indicate the statistical significance (*p*-value), based on the Student’s *t*-test (significant values highlighted in red).

**Figure 2:**
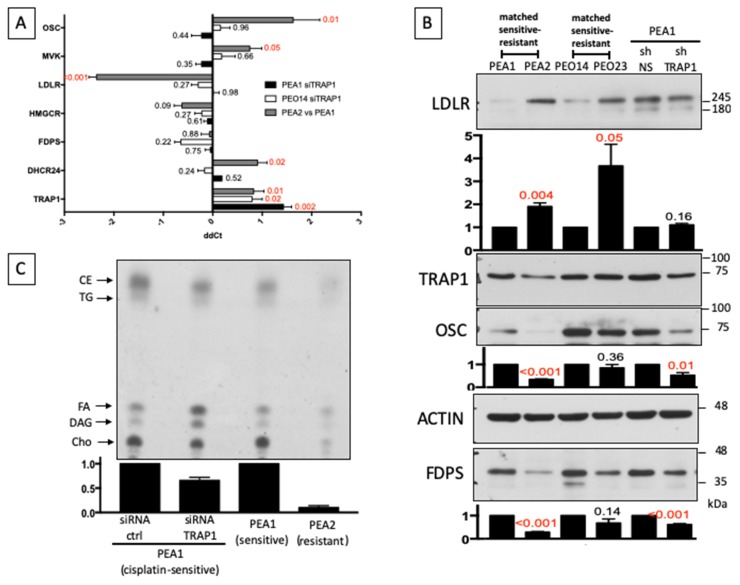
Drug-resistant cells remodel cholesterol homeostasis. (**A**) Real-time RT-PCR analysis of expression of genes belonging to the cholesterol pathway in PEA1 and PEO14 upon siRNA-mediated TRAP1 silencing and in PEA2 compared to PEA1. All data are expressed as mean ± S.E.M. of delta-delta Ct (ddCt) from six (PEA1 siTRAP1), three (PEO14 siTRAP1), or four (PEA2 vs. PEA1) independent experiments with technical triplicates each. Numbers indicate the statistical significance (*p*-value), based on Student’s *t*-test (significant values highlighted in red). (**B**) Total lysates obtained from PEA1, PEA2, PEO14, and PEO23 cells or from stable TRAP1 knockdown PEA1 cells (shTRAP1) and their respective nonsilencing controls (shNS) were separated by SDS-PAGE and immunoblotted with the indicated antibodies. Images are representative of three independent experiments. Bar plots below panels show mean ± S.E.M. of relative densitometric band intensity calculated by assuming each band of the control condition (normalized on Actin) = 1 (*n* = 3). The number above the bars represent the statistical significance (*p*-value) based on the Student’s *t*-test (significant values highlighted in red). (**C**) [^14^C]-acetate incorporation in neo-synthesized lipids. Chromatogram of non-saponifiable lipids from PEA1 cells following siRNA-mediated TRAP1 silencing and from PEA1 and PEA2 cells, radiolabeled for 2 h. Cholesterol (Cho), diacylglycerols (DAG), fatty acids (FA), triacyglycerides (TG), and cholesteryl esters (CE) are indicated with arrows. Image is representative of two independent experiments. The bar plot shows mean ± S.E.M. of relative cholesterol densitometric band intensity calculated by assuming each band of the control condition = 1.

**Figure 3:**
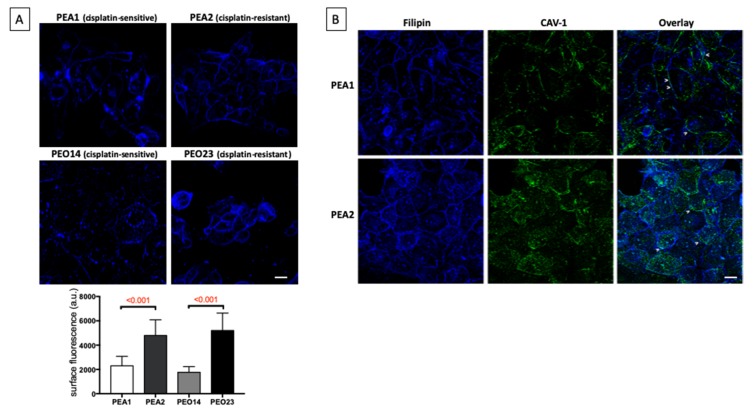
Transition to chemoresistance correlates with an increase of cholesterol at the cell surface. (**A**) Microscopy analysis of unesterified cholesterol through the visualization of filipin fluorescence in the two matched pair of cisplatin-sensitive/resistant cell lines PEA1/PEA2 and PEO14/PEO23. Maximum projection of Z-slices is shown. Scale bar = 20 μm. The bar graph (lower panel) shows the mean fluorescence intensity (arbitrary unit, a.u.) of filipin at the cell surface. Data are expressed as mean ± Standard deviation (SD) (*n* > 30). Numbers above bars indicate the statistical significance (*p*-value) based on Student’s *t*-test. (**B**) Representative images of double staining, in PEA1 and PEA2 cells, of unesterified cholesterol (Filipin) with Caveolin-1 (CAV-1). Overlay regions between filipin and CAV-1 stainings are indicated with arrowheads. Scale bar = 20 μm.

**Figure 4:**
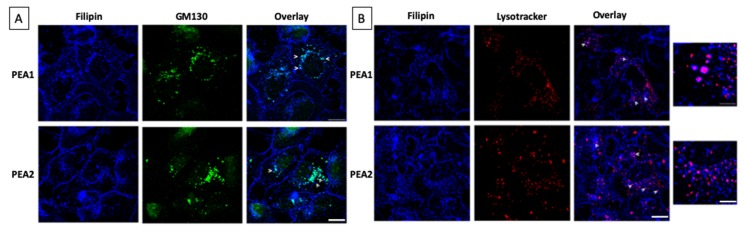
Analysis of cholesterol distribution in chemosensitive and chemoresistant cell lines. Representative images of double immunofluorescence assays. Specifically, PEA1 and PEA2 cells were stained with Filipin and the Golgi marker GM130 antibody (**A**) or the Lysostracker dye (**B**). Scale bar = 10 μm. Arrows indicate co-localization areas. In b, higher magnification pictures are shown, scale bar = 5 μm.

**Figure 5:**
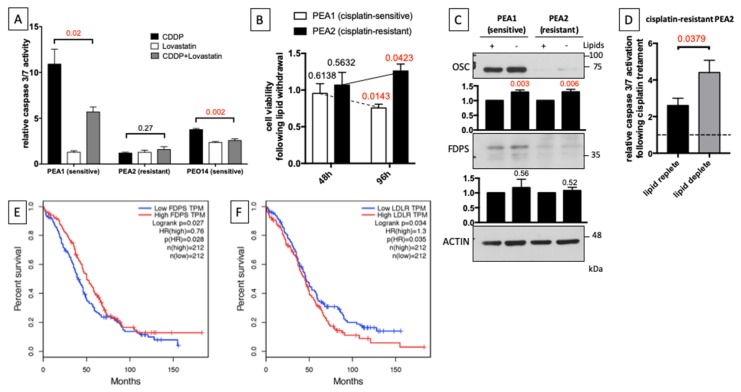
Cholesterol synthesis inhibition increases chemoresistance in platinum-sensitive OC cells. (**A**) PEA1, PEA2, and PEO14 cells were treated with 5 μM Lovastatin and then treated with 20 μM cisplatin for an additional 48 h (when medium was changed, Lovastatin was added again). Subsequently, apoptosis was measured by a luminescent caspase 3/7 activity assay. Data are expressed as mean ± S.E.M. from four (PEA1 and PEA2) or six (PEO14) independent experiments with technical triplicates each. The numbers above the bars indicate the statistical significance (*p*-value), based on the two-tailed unpaired Student’s *t*-test (significant values highlighted in red). (**B**) Twenty-four hours after seeding PEA1 and PEA2 cells in standard culture medium, cells were cultured for additional 48 or 96 h in medium supplemented with lipid-stripped serum. Finally, cell viability was measured by an MTT-based cell viability assay. (**C**) Immunoblot of total lysates from PEA1 and PEA2 cells 48 h after lipid withdrawal from culture medium. Images are representative of five independent experiments. Bar plots below panels show mean ± S.E.M. of relative densitometric band intensity calculated by assuming each band of the control condition (normalized on Actin) = 1 (*n* = 5). The numbers above the bars represent the statistical significance (*p*-value) based on the Student’s *t*-test (significant values highlighted in red). (**D**) PEA2 platinum-resistant cells were cultured for 48 h in medium supplemented with lipid-stripped serum and then treated with 40 μM cisplatin for additional 48 h. Apoptosis was measured by a luminescent caspase 3/7 activity assay. Data are expressed as mean ± S.E.M. from four independent experiments with technical triplicates each. The numbers above the bars indicate the statistical significance (*p*-value), based on the two-tailed unpaired Student’s *t*-test. (**E**,**F**) Kaplan–Meier estimates of the impact of FDPS (**E**) and LDLR (**F**) on overall survival in OC, according to The Cancer Genome Atlas (TCGA) database.

**Figure 6:**
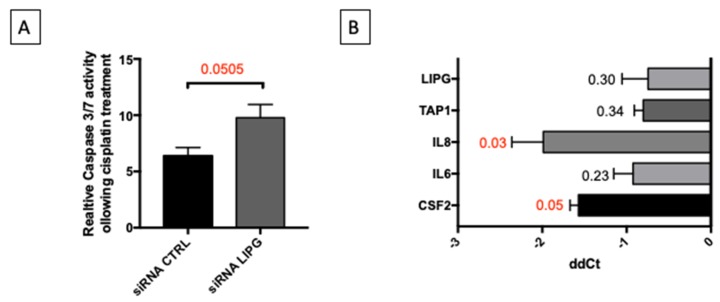
LIPG knockdown sensitizes to cisplatin and oxidative stress induces the expression of genes involved in inflammation. (**A**) PEA1 cells were transfected with control siRNAs or LIPG-directed siRNAs. Twenty-four hours after transfection, cells were treated with 20 μM cisplatin for additional 48 h. Subsequently, apoptosis was measured by a luminescent caspase 3/7 activity assay. Data are expressed as mean ± S.E.M. from four independent experiments with technical triplicates each. The numbers above the bars indicate the statistical significance (*p*-value), based on the two-tailed unpaired Student’s *t*-test. (**B**) Real-time RT-PCR analysis of expression of indicated genes in PEA1 cells treated with 20 μM H_2_O_2_ for 9 h. All data are expressed as mean ± S.E.M. of delta-delta Ct (ddCt) from four independent experiments with technical triplicates each. Numbers indicate the statistical significance (*p*-value), based on the Student’s *t*-test (significant values are highlighted in red).

**Figure 7:**
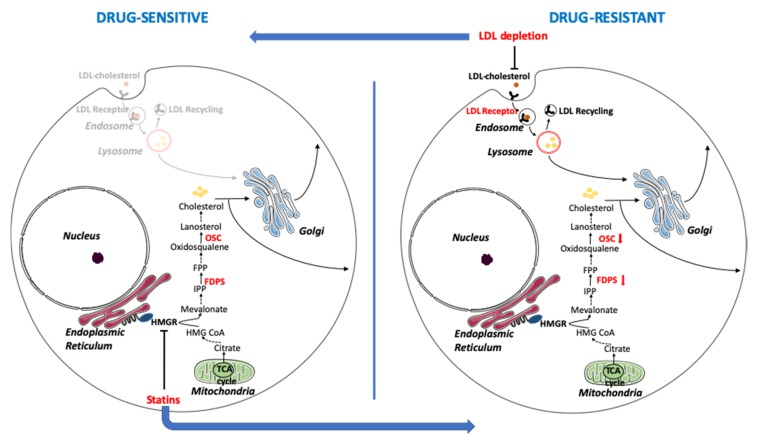
A proposed model for the remodeling of cholesterol metabolism in the transition from a chemosensitive to a chemoresistant phenotype in human ovarian cancer cells. Drug-sensitive cells show significant activation of the cholesterol biosynthetic pathway and transport of cholesterol through the Golgi apparatus, while uptake of exogenous cholesterol through the LDLR is limited. Drug resistant cells, on the opposite, show reduced levels of FDPS and OSC along the biosynthetic pathway and increased LDL uptake. The inhibition of 3-hydroxy-3-methylglutaryl-coenzyme A reductase (HMGCR), the rate-limiting enzyme of the biosynthetic pathway, by statins induces drug resistance, whereas the reduction of LDL recycling and lipid absorption through extracellular lipid withdrawal or LIPG knockdown sensitizes cells to drug-induced apoptosis. Enzymes whose expression has been analyzed in this work are in bold red. IPP = isopentenyl pyrophosphate; FPP = farnesyl pyrophosphate; TCA = tricarboxylic acid. This image was created using images from Servier Medical Art under Creative Commons Attribution 3.0 Unported License (https://smart.servier.com).

**Table 1:** Primers used for quantitative PCR analyses. CSF2: Colony Stimulating Factor 2; DHCR24: 24-dehydrocholesterol reductase; FDPS: Farnesyl Diphosphate Synthase; HMGCR: 3-hydroxy-3-methylglutaryl-coenzyme A reductase; HMGCS1: 3-Hydroxy-3-Methylglutaryl-CoA Synthase 1; IL6: Interleukin 6; IL8: Interleukin 8; LDLR: Low Density Lipoprotein Receptor; LIPG: Lipase G; MVK: Mevalonate kinase; MSMO1: Methylsterol Monooxygenase 1; NPC1: Niemann-Pick C1 Protein; OSC: oxidosqualene cyclase; SC5D: Sterol-C5-Desaturase; TAP1: Transporter associated with Antigen Processing 1; TRAP1: Tumor necrosis factor Receptor Associated Protein 1.

Primer ID	Forward (5′-3′)	Reverse (5′-3′)
ACTIN	CCTCACCCTGAAGTACCCCA	TCGTCCCAGTTGGTGACGAT
CSF2	GTCATCTTGGAGGGACCAAGG	CCATGCCTGTATCAGGGTCAG
DHCR24	TGAAGACAAACCGAGAGGGC	CAGCCAAAGAGGTAGCGGAA
FDPS	AGCAGGATTTCGTTCAGCAC	TCCCGGAATGCTACTACCAC
HMGCR	TACCATGTCAGGGGTACGTC	CCAGTCCTAATGAAACCTTAGAAG
HMGCS1	TGTCCTTTCGTGGCTCACTC	GCCAGCAAGCTTCTGCATTC
IL6	TGCAATAACCACCCCTGACC	CAATCTGAGGTGCCCATGCT
IL8	CCAGTCTTGTCATTGCCAGC	TGACTGTGGAGTTTTGGCTGT
LDLR	GAATTTGGCCAGACACGGT	CACCGTACCCAGCTGATTTT
LIPG	CAGGCTGTGGACTCAACGAT	TCGGCTTGTCCTGATTCACC
MVK	GCTCAAGTTCCCAGAGATCG	ATGGTGCTGGTTCATGTCAA
MSMO1	GGTTCCGAGGTTGGAACACCT	TTCAAATCTCTGCAGACAGCCT
NPC1	TTGTGGTGTTGGCTTTTGCC	GTTCGCGCTCTGTTCCTTTG
OSC	ATGGTGGCCCACTTTTCCTC	CTGCACTGACCGCAGGTA
SC5D	TTTGCAGAGCAGTGGCGT	CTGGCCATGTGGCTGGATAC
TAP1	CCTCCTTTCCAAGCTCCTCG	GGCCAGCATATGCCTTCAGT
TRAP1	GACGCACCGCTCAACAT	CACATCAAACATGGACGGTTT

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/4/828/s1, Table S1: Differentially expressed genes upon siRNA-mediated TRAP1 knockdown in PEA1 ovarian cancer cells. Figure S1: Analysis of membrane cholesterol in chemoresistant cells. Figure S2: Lovastatin protects from cisplatin-induced apoptosis.

# Supplementary material for: Cholesterol Homeostasis Modulates Platinum Sensitivity in Human Ovarian Cancer
**Source:** Cells. 2020 Mar 30;9(4):828. doi: 10.3390/cells9040828
**Supplement:** Supplementary file 1

Supplementary Figures

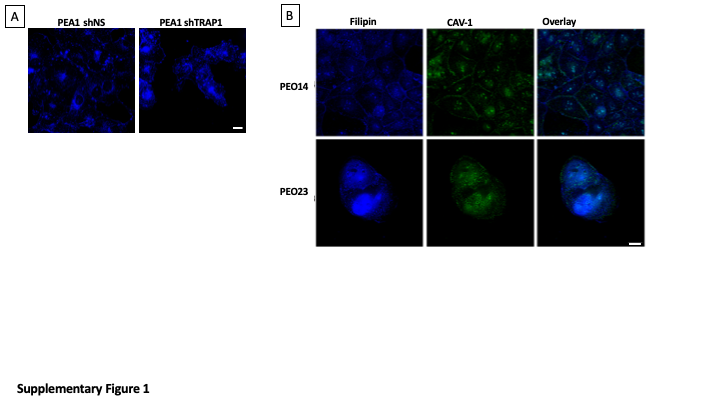

**Figure S1.** Analysis of membrane cholesterol in chemoresistant cells. (**a**) Microscopy analysis of unesterified cholesterol through the visualization of filipin fluorescence stable TRAP1 knockdown clones in cisplatin-sensitive PEA1 cells (shTRAP1) compared to the non-silencing shRNA clones (shNS). Maximum projection of Z-slices is shown. Scale bar = 20 μm. (**b**) Representative images of double staining, in cisplatin-sensitive PEO14 and in the matched cisplatin-resistant PEO23 cells, of unesterified cholesterol (Filipin) with Caveolin-1 (CAV-1). Scale bar = 20 μm.

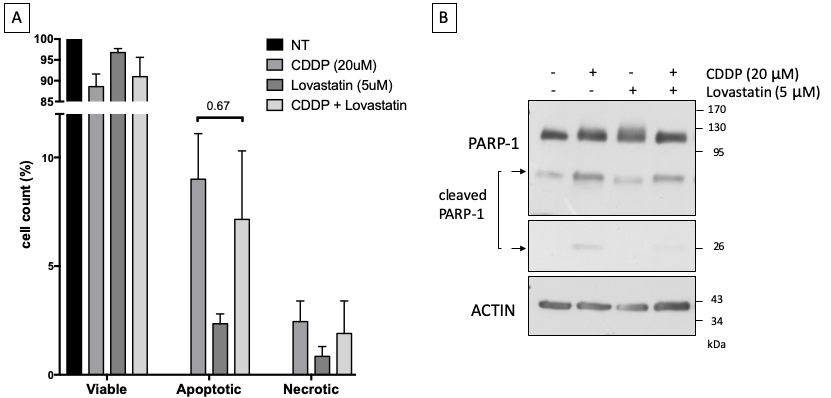

**Figure S2.** Lovastatin protects from cisplatin-induced apoptosis. (**a**) Cytofluorimetric analysis of cisplatin-sensitive PEA1 ovarian cancer cells marked with Annexin V and Propidium Iodide. 24 h after seeding, cells were treated with lovastatin (5 μM) for 24 h and then treated with cisplatin (CDDP, 20 μM) for additional 48 h. Data are expressed as mean ± S.E.M. from two independent experiments. Number above bars represents the statistical significance (*p*-value) based on the two-tailed Student’s t-test. (**b**) PEA1 cells treated as described in (**a**) were collected, equal amounts of total lysates were loaded for SDS-PAGE, transferred on a PVDF membrane and immunoblotted with indicated antibodies.

How the deposited data were processed for this re-analysis (not part of the article)

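Gene expression was measured in PEA1 cells 72 h after transfection on 5 Illumina HumanHT-12 arrays, 3 with control siRNA and 2 with 1 TRAP1 siRNA. The authors made the deposited log2 values from the raw bead signal with the neqc function of limma, whose version is not given in the sources used here. That step includes background correction, quantile normalization and log2, so the arrays have nearly identical distributions, and a change shared by most genes would not be seen. The table holds all 47323 probes, while the study left out probes of low annotation quality before its tests, a step that the values here do not include. Many probes lie close to the background, as the median of 4.58 shows, and there fold changes are understated.

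Conditions and replicate numbers come from the sample labels. Correlations between arrays ran from 0.992 to 0.995 and no pair held identical columns, so each array was counted as 1 sample. The correlations did not separate the siRNAs cleanly. Control replicate 1 with TRAP1 siRNA replicate 2 gave 0.99374, against 0.99372 for the 2 TRAP1 siRNA arrays and 0.99368 for control replicates 1 and 3. Gene symbols come from the platform annotation, updated through gene identifiers to the names of GRCh38.p14, of which 30074 of 30113 matched. The annotation names 63.6% of the probes. Probes it does not name stay unnamed, except CSF2 and GFPT2, which the paper's Table S1 names. The probes named only there were left out of gene counts and list tests, because that table holds changed genes alone. Some genes are not reported here.

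Differences were tested with limma 3.58.1 in R 4.3.3, by a linear model with the siRNA as the only term and the moderated statistic of eBayes (prior degrees of freedom 3.36), two-sided, on all probes, with Benjamini-Hochberg adjustment. The gene counts use 1 probe per gene, the one with the highest mean log2 over the 5 arrays. The study counts genes at p under 0.01 in its text, 0.05 in its methods and 0.001 in the legend of Figure 1, and the first serves as the threshold here. On simulated data for the comparison of TRAP1 siRNA with control siRNA over 47323 probes, in which 200 were changed, the test called 82% of the 100 changed by 0.5 on the log2 scale and 97% of the 100 changed by 1, and 0.995% of the unchanged ones. At an adjusted p under 0.05 it called 0% and 64% of them. The simulated noise was independent between probes and followed limma's own fitted variances, and dim probes received the full change. The rate for unchanged probes was thus built in, and the shares called do not measure the power in these arrays.

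The study's Hallmark sets were not used here. In their place, 23 lists of genes were written from textbook knowledge, on the themes of Figure 1B and 1C and on other processes, with markers of leukocytes and of fibroblasts and mesothelial cells. They were tested with camera in limma at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 23 lists. Over-representation of the cholesterol lists among genes at p under 0.001 was tested with a one-sided Fisher's exact test against all 20046 named genes. The lists, tests, thresholds and alternatives were fixed before the deposited values were examined, but values of Table S1 had been seen by then. That table comes from these same arrays, so the list tests are not independent of the data. Choices made after a first look at the data were to keep probes named only in Table S1 out of the counts and lists, and to match listed genes by their other symbols, which added 1 gene to the interferon list and changed no call. Genes named in the text are those the paper names, the 10 largest changes in each direction among genes at p under 0.01 whose arrays do not overlap, and up to 4 genes with the smallest p in each list described. NPC2 and INSIG2 are named beyond that rule, after their values were seen.

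The alternatives were array quality weights, the replicate number as a block, leaving out each array, a filter on dim probes, quantile normalization again, centring on the median, the probe with the smallest p for each gene, a trended and robust prior, an estimated correlation in camera, preranked enrichment with fgsea 1.28.0, and a threshold of 0.01 for over-representation. A fit with weights on the named probes alone was added after seeing the data. A planned test for matches of the TRAP1 siRNA seed in transcripts was not run, since no transcript sequences were used here. The figure was drawn with matplotlib 3.10.9 in Python 3.11.15.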

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

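All tests of explanations in this part were chosen after the results were seen. GFPT2 and BHLHE40 are outside the genes the paper discusses and passed an adjusted p under 0.05 in limma, with log2 fold changes of 1.18 and 1.16. In both, the arrays of the 2 siRNAs did not overlap, as on every probe at an unadjusted p under 0.01. When any 1 array was left out, with 2 residual degrees of freedom, no probe passed, that of TRAP1 included, while the log2 fold changes ran over 1.16 to 1.20 for GFPT2 and 1.12 to 1.20 for BHLHE40. The genes of antigen presentation, a theme that Figure 1B and 1C do not name, had a median log2 fold change of 0.24 with TRAP1 siRNA (16 of 19 higher, adjusted p = 1.07e-04 from camera in limma, adjusted p = 0.124 with an estimated correlation, and 0.0103 at the preset one without TRAP1 siRNA replicate 1).

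HMGCS1 and SC5D rose by 0.65 and 0.67 on the log2 scale, while MSMO1 of the same pathway fell. A rise of the whole pathway by about the same size was tested on the other 16 measured enzymes. Their median log2 fold change was 0.13 with an SD of 0.25 over the genes, which lies below the rise of HMGCS1 by more than that SD. Most of the other enzymes thus did not rise by as much. HMGCS1 and SC5D were picked as the only 2 of 18 enzymes that rose, so a lower median of the rest was nearly fixed in advance. The comparison therefore cannot tell them from the top of a smaller shared rise. A smaller rise shared by the enzymes stays open, and the response of these cells to TRAP1 silencing is the untested biological explanation.

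The changes of INSIG1, LIPG and MSMO1 could come from an error of the single probe that stands for each gene. All 4 other probes of these genes moved the same way as the brightest one, and 3 of them had an unadjusted p under 0.01, which argues against that error. HMGCS1 and SC5D have 1 named probe each, so the question stays open there.

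In the number of probes at an unadjusted p under 0.01, the real grouping of the arrays gave 1437 and the highest of the other splits gave 697, and 1 of the 10 splits reached the real count. With 10 splits the share cannot fall under 0.05, so they cannot decide about chance. The next highest splits put control replicate 1 with TRAP1 siRNA replicate 2 (697) and control replicate 3 with TRAP1 siRNA replicate 1 (670). The 1 TRAP1 siRNA sequence was used on both TRAP1 siRNA arrays, and effects of that sequence on other transcripts were not tested here.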

How the results depend on the processing

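The fit with weights on the named probes alone was chosen after seeing the data and the others before. The 511 higher and 384 lower genes stayed within 1.5 times under array weights, quantile normalization again, centring, the probe with the smallest p and the trended prior. They became 233 higher and 213 lower with the replicate number as a block, and 299 higher and 259 lower over the probes above the median level, where fewer genes are tested. Leaving out 1 array gave 313 to 384 higher and 199 to 324 lower genes. The 3 probes at an adjusted p under 0.05 became 0 with the block, 82 over the brighter probes, 284 with the trended and robust prior, and 0 to 0 without 1 array, with 2 residual degrees of freedom. The cause was not tested. Where a TRAP1 siRNA array is left out, the lone one is assumed to vary like the controls. The replicate numbers are only shared labels here, and control replicate 3 has no partner. The deviations of same-numbered arrays from their group means correlated at -0.217 for number 1 and 0.0119 for number 2. Across numbers they correlated at 0.223 for control replicate 3 with TRAP1 siRNA replicate 1. For control replicate 1 with TRAP1 siRNA replicate 2 the value was 0.217. The 2 TRAP1 siRNA arrays deviate by equal and opposite amounts, so these values mirror each other. The block leaves 1 residual degree of freedom.

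Of 51 named genes with a call, none changed direction, and 40 of their values missed the threshold, 8 with the block and 24 without 1 array. MVK, which had no call, reversed (log2 fold change -0.0050) without control replicate 1, and ran up to 0.31 without control replicate 2. CXCL8 passed without control replicate 1 (log2 fold change 1.14) and over the brighter probes (0.81), and EBP with the block (0.45).

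With an estimated correlation in camera, adjusted p = 0.175 for the uptake list and 0.119 for the NF-kB, interferon, ribosome and hypoxia lists. It was 0.124 for antigen presentation and 0.290 for DNA replication, so no list of 23 passed. That option also tests on only 3 residual degrees of freedom. With fgsea, the endoplasmic reticulum list passed at 0.0251, and lists without a call changed sign, Wnt at 0.777, epithelial genes at 0.939, the integrated stress response at 0.355 and the respiratory chain at 0.998. With array weights the integrated stress response changed sign (0.972). With the block, cholesterol enzymes passed at 0.00466 and NRF2 genes at 0.0398, and the respiratory chain changed sign (0.436). With the probe of smallest p, cholesterol enzymes passed at 0.0244 and ABC transporters at 0.0421, and Wnt changed sign (0.521). Without 1 array, adjusted p ran over 0.00360 to 0.280 for cholesterol enzymes, 0.00662 to 0.0572 for cholesterol uptake, 0.0449 to 0.270 for LXR targets, 0.0166 to 0.263 for fatty acid synthesis, 0.0400 to 0.461 for NRF2, 0.00918 to 0.575 for leukocyte markers, 0.259 to 0.778 for the integrated stress response, 0.0715 to 0.926 for the respiratory chain, 0.416 to 0.926 for Wnt, 0.0572 to 0.926 for mitosis and 0.202 to 0.926 for epithelial genes. Over-representation by the exact test gave p = 0.00272 to 1 for the enzymes and 6.85e-04 to 0.0800 for uptake without 1 array, and 1 for the enzymes with the block, where no enzyme was at p under 0.001. Signal near the background limits what can be said of dim probes.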

Differences from the paper's values

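The paper's Table S1 gives a log2 fold change of 0.94 for LIPG, 0.80 for P4HA2 and 0.33 for MYC, and the brightest probe used here gave 0.80, 0.64 and 0.27. In each case the table holds another probe of the gene, which here had a log2 fold change of 0.97, 0.80 and 0.34. Of the alternatives set before the data were examined, taking the probe with the smallest p gave the value of the table's probe for P4HA2 and MYC, within the spread of the arrays of the paper's value. The value of the brightest probe also lay within that spread without control replicate 2 or TRAP1 siRNA replicate 1 for LIPG, and with the block or without control replicate 2 or 3 for MYC, and under no other alternative. These settings keep the brightest probe and so do not bear on a difference between probes. A fit with array weights on the named probes alone, chosen after seeing the values, brought none of the 3 within it (0.78, 0.64 and 0.27). The group means in the used rows of Table S1 equal those of the deposited values, while its log2 fold changes differ from the unweighted ones by up to 0.05 and from those with array weights by up to 0.01.

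Figure 1C places cholesterol biosynthesis first among its terms. The 23 lists tested here are not the WikiPathways terms. Among them, the enzymes of cholesterol synthesis came 4th by Fisher's exact test (p = 0.0108, 0.0622 when adjusted over the 23 lists). Ahead of them by Fisher's exact test were the NF-kB list (p = 3.26e-07), hypoxia targets (p = 9.85e-06) and the uptake list (p = 1.28e-05). The paper states that cholesterol homeostasis was enriched. Here the list of cholesterol uptake, trafficking and sterol sensing passed in camera (adjusted p = 0.00718, and 0.175 with an estimated correlation). None of its 6 genes that rose is an uptake receptor. The enzymes did not pass in camera (adjusted p = 0.0580), except with the block (adjusted p = 0.00466), the probe with the smallest p (0.0244) and without control replicate 3 (0.00360).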

Other observations

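Of 14 measured genes of fatty acid synthesis, 4 rose and none fell, among them LPIN1, a phosphatidate phosphatase (1.43-fold), and ACLY, which makes cytosolic acetyl-CoA (1.32-fold, a call lost without either TRAP1 siRNA array, with log2 fold changes of 0.43 and 0.38), with 4 higher when adjusted over the list alone and adjusted p = 0.0580 from camera in limma. Of 10 LXR targets none passed (adjusted p = 0.0580). Of 29 mesenchymal and matrix genes, GREM1 (1.74-fold), SNAI2 (1.59-fold) and ZEB2 (1.31-fold) rose and CCN2 fell (log2 fold change -0.55), with adjusted p = 0.0986 for the list. Without TRAP1 siRNA replicate 1, ZEB2 (log2 fold change 0.41) and CCN2 (-0.53) missed the threshold, as did ZEB2 without replicate 2 (0.37). ZEB2 was dim, at a log2 intensity of 4.86 in control cells, and its other probe, dimmer still at 4.35, had a log2 fold change of -0.08. The other probe of SNAI2, with a log2 fold change of 0.48, did not pass either. CCND1, cyclin D1, rose by a log2 fold change of 0.58, DDIT4, an inhibitor of mTORC1, 1.65-fold, and 1 of 3 probes of the transporter ABCC5 1.30-fold, which missed the threshold without TRAP1 siRNA replicate 1 (log2 fold change 0.36). The other probes of ABCC5, at log2 intensities of 7.06 and 4.46 in control cells, had log2 fold changes of -0.012 and -0.08.

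TRAP1 is a mitochondrial chaperone that, as the paper states, binds respiratory complexes. Of 45 nuclear genes of the respiratory chain none rose and 1 fell (adjusted p = 0.904 from camera in limma). Of 15 other mitochondrial chaperones and proteases none passed (adjusted p = 0.138 from camera in limma). These are mRNA levels, and they do not measure the activity of the respiratory chain. The remaining lists had adjusted p = 0.552 for mitosis, 0.947 for the integrated stress response, whose mean and median differ in sign, 0.191 for endoplasmic reticulum chaperones, likewise, 0.699 for p53 targets, 0.767 for epithelial genes, 0.767 for Wnt, 0.115 for NRF2 genes, 0.0726 for ABC transporters, 0.0726 for leukocyte markers and 0.268 for markers of fibroblasts and mesothelial cells.

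For genes the paper followed by PCR in other experiments, the arrays gave log2 fold changes of 0.17 for MVK, 0.24 for LSS, the oxidosqualene cyclase, and 0.16 for FDPS, with standard errors of 0.18, 0.14 and 0.13 and adjusted p-values from limma of 0.896, 0.711 and 0.831. Without TRAP1 siRNA replicate 1 the log2 fold changes of LSS and FDPS were 0.083 and 0.052, and without replicate 2 they were 0.40 and 0.28. CXCL8, the chemokine IL-8, had a log2 fold change of 0.81 (adjusted p = 0.484 from limma), with control replicate 1 at 7.67 above the other controls at 6.81 and 6.60.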
